A study of Mus musculus with 10 samples.

How the data were processed

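RNA was measured in mouse cells at 5 stages with 2 replicate libraries each, 10 libraries in all. Per the labels, poly(A) RNA libraries were made with a stranded kit and sequenced as single reads of 50 nt, and all libraries carry a single batch label. The stages were uninduced embryonic fibroblasts (MEF), cells at day 3, 6 and 9 of induced reprogramming, and an embryonic stem cell line (ESC). Groups and replicate numbers were taken from the sample titles.

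The authors deposited 1 table per library with 109617 transcripts, which were summed here to 45706 genes. Per the file headers, the tables hold an estimated count of reads and a TPM value for each transcript, together with transcript length and effective length. The deposited estimated counts need not be whole and are not normalized. The deposited TPM values are scaled by effective length and to the same total in each library. The column names are those of salmon output, but the tool version, index, annotation release, genome build and filters are not stated in the labels or headers. Effective lengths were identical in all 10 tables, so no fragment length was estimated per library. Gene symbols and identifiers are those in the deposited transcript names. Coordinates come from GENCODE M21 (GRCm38), matched by gene ID, in which 98.8% of the genes were found.

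Estimated counts were summed per gene and rounded to whole numbers. Genes were kept with the filterByExpr function of edgeR (minimum count 10, minimum total 15), which left 20165 genes. Libraries were scaled with TMM, and CPM values are on that scale. The quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) was fitted to all 10 libraries with a mean for each group, because 2 libraries per group give a poor estimate of spread on their own. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. Standard errors of log2 fold changes were computed as the absolute log2 fold change over the square root of the F statistic. The 5 comparisons were day 3 with MEF, day 6 with day 3, day 9 with day 6, ESC with day 9 and ESC with MEF. Transient genes were those past both thresholds in the same direction against MEF and against ESC. With 2 libraries against 2, an exact two-sided permutation test cannot give a p-value under 0.333, so single values are given with their spread and no such test.

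The share of the MEF to ESC distance was, for each library, the median over the genes called between ESC and MEF of the log2 CPM difference from MEF divided by the ESC difference from MEF (prior count 2). Step size was the root mean square over all tested genes of the difference between group means of log2 CPM. Principal components were computed on centred log2 CPM. Other software was DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

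The named genes were fixed by a rule before the data were examined. A panel of 26 genes was named whatever its values: the 4 cassette factors, pluripotency, epithelial and fibroblast genes, Fut4 and sex-linked genes. For each comparison the rule added the 2 protein-coding genes with the largest rise and the 2 with the largest fall among those past the threshold, at 20 CPM or more in the higher group and with both libraries of a group above both of the other. A gene counted as protein-coding if any of its transcripts had that biotype in the deposited names.

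The alternatives were DESeq2, no low-count filter, a stricter filter of 10 CPM in 2 libraries, fits to only the 2 groups compared, library-size scaling without TMM, a length offset, limma on log2(TPM + 1) and log2(TPM + 0.1), no fold change minimum, a prior count of 0.5, other gene sets for the share of distance, a replicate block, and leaving out each replicate. The replicate block takes its pairing from the replicate numbers in the sample titles, which do not say that equal numbers share a cell preparation.

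The tests were tested on simulated counts in which 200 genes were changed among 19160. At the thresholds above, edgeR called 83% of the changed genes with 5 unchanged genes called, DESeq2 76.5% with 3, and limma 66% with 0. Without the fold change minimum 6.7% of the edgeR calls were unchanged genes. In the data 29.1% of the tested genes were called for day 3 with MEF, so these rates do not test the scaling where many genes change. The share of distance was recovered to within 0.011 over 9290 genes. In that simulation all genes had the same true share at a stage and all libraries the same depth, so the median returns it nearly by construction. Genes with unequal shares, as in the data, were not simulated.

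Total estimated reads ranged from 29585876 to 38275024 per library. The common biological coefficient of variation was 3.75%. Replicates were compared before averaging: the chi-square per degree of freedom of a pair ranged from 2.91 to 5.42, so no pair agreed within sampling noise and each library was counted as 1 sample. Transcript-level values were not compared on their own and are shown only in the closing section. They enter the gene-level TPM and the length offset. Reads of the cassette and of the endogenous genes for Pou5f1, Klf4, Sox2 and Myc were not separated in the gene-level values. Chromatin and binding assays of the same study were not analysed here.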

Results

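Gene expression was profiled during the reprogramming of mouse embryonic fibroblasts (MEFs) toward induced pluripotency. The fibroblasts carried a doxycycline-inducible cassette in the Col1a1 locus that encodes Oct4 (Pou5f1), Klf4, Sox2 and Myc, with the transactivator M2rtTA in the Rosa26 locus. Induction of the day 3, 6 and 9 cells used doxycycline at 1 µg/ml, with ascorbic acid at 50 µg/ml. Neither is recorded here for the MEF and ESC libraries, so the comparison of day 3 with MEF may combine their effects. Day 3 cells were taken as the whole culture, whereas day 6 and day 9 cells were sorted for SSEA1, a surface carbohydrate epitope of early pluripotent cells. Embryonic stem cells (ESCs) grown on irradiated feeder cells served as the pluripotent reference. Each of the 5 groups had 2 libraries. Sorting changed between day 3 and day 6, so that comparison combines time and selection.

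Libraries held 29585876 (day 9, replicate 1) to 38275024 (MEF, replicate 2) estimated reads. Between 16137 and 18522 genes had at least 10 reads, with both ESC libraries at the upper end. Mitochondrially encoded genes took 2.02% and 2.06% of the reads in the MEF libraries and 5.32% and 5.0% in the day 9 libraries, the highest of the 5 groups. The first principal component of log2 CPM carried 45.8% of the variance and the second 37.8%. On the first, ESC libraries (2.57 and 0.08) lay between MEF (-182.32 and -180.59) and day 9 (115.18 and 113.5). On the second, ESC libraries scored 184.08 and 183.26, and every other library scored below 0.

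**Figure D1:**
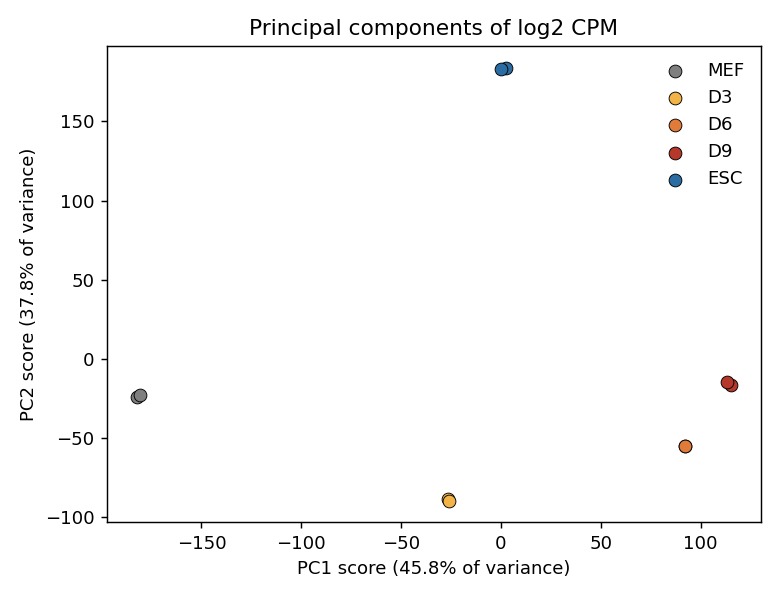
Scores of the 10 libraries on principal components 1 (horizontal, 45.8% of variance) and 2 (vertical, 37.8%) of log2 CPM, 1 point per library, coloured by group. Replicates nearly coincide, and the ESC libraries stand apart on component 2 at 184.08 and 183.26.

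The first comparison asked how expression changed within 3 days of induction. Of 20165 genes tested, 2950 were higher and 2923 lower at day 3 than in MEFs, 29.1% in all. Among the alternatives, dropping the fold change minimum moved the number of higher genes most, to 7146. From day 3 to day 6, 1867 genes rose and 2059 fell (19.5%). From day 6 to day 9, both sorted, 1045 rose and 541 fell (7.9%). ESCs differed from day 9 cells in 3748 higher and 2889 lower genes (32.9%), and from MEFs in 5142 higher and 4148 lower genes (46.1%).

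**Figure D2:**
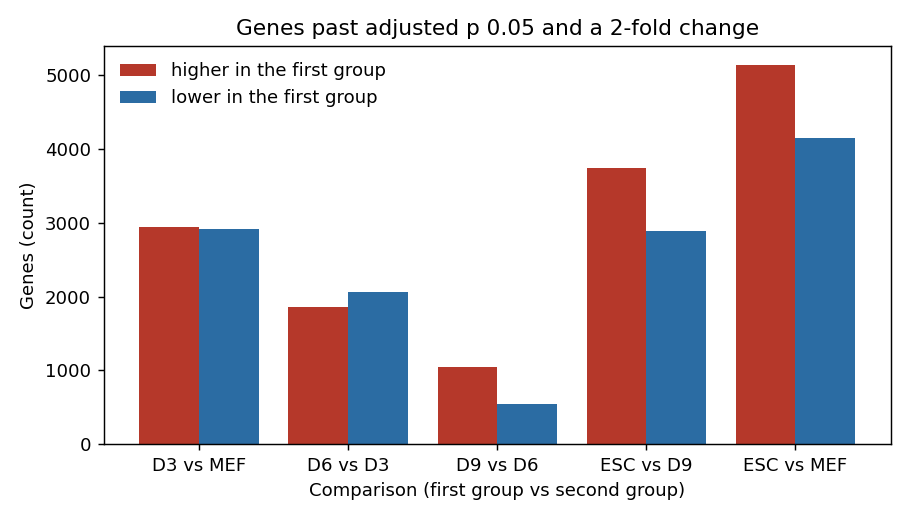
Number of genes (vertical) past an adjusted p-value of 0.05 and a 2-fold change in each of the 5 comparisons (horizontal), with bars for genes higher and lower in the first group named. The smallest numbers are those of day 9 with day 6, 1045 and 541, and the largest those of ESC with MEF, 5142 and 4148.

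Fitting a replicate block gave 2885 higher and 2863 lower genes at day 3 against 2950 and 2923 without it, and 983 and 518 at day 9 against 1045 and 541. Deviations from the group means had a mean correlation of 0.0001 across genes for libraries with the same number, between -0.02 and 0.022 for single pairs. With 2 libraries per group the value for different numbers is the negative of this one by construction. The check showed no pairing by number and cannot exclude shared preparations.

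The root mean square log2 difference between group means was 1.463 from MEF to day 3, 1.121 from day 3 to day 6, 0.676 from day 6 to day 9 and 1.71 from day 9 to ESC. Between replicates of a group the same measure ranged from 0.464 (ESC) to 0.518 (MEF). For single library pairs the day 6 to day 9 difference ranged from 0.752 to 0.769, above every replicate pair. A prior count of 0.5 in place of 2 raised the MEF to day 3 value to 1.663, and log2(TPM + 1) lowered it to 0.839.

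Position between MEFs and ESCs was measured over the genes called between these groups. Genes higher in ESCs had covered a median share of 0.233 ± 0.0051 (SD, n = 2) of the log2 distance at day 3, 0.557 ± 0.0025 (SD, n = 2) at day 6 and 0.68 ± 0.0094 (SD, n = 2) at day 9. Genes lower in ESCs had covered 0.394 ± 0.0031 (SD, n = 2), 0.787 ± 0.0029 (SD, n = 2) and 0.893 ± 0.0126 (SD, n = 2). At each day the lower genes were ahead by more than the replicate spread, which does not measure a bias in the ESC end point. Fibroblast RNA in the ESC libraries, taken up in the closing section, would raise that end point for genes high in MEFs. Their share would then be too large. Col1a1, for example, had a log2 fold change of -5.07 from MEF to day 3 and -3.43 from MEF to ESC. The shares also depended on the gene set: for genes with a log2 fold change of at least 3, they were 0.04 for higher and 0.539 for lower genes at day 3.

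**Figure D3:**
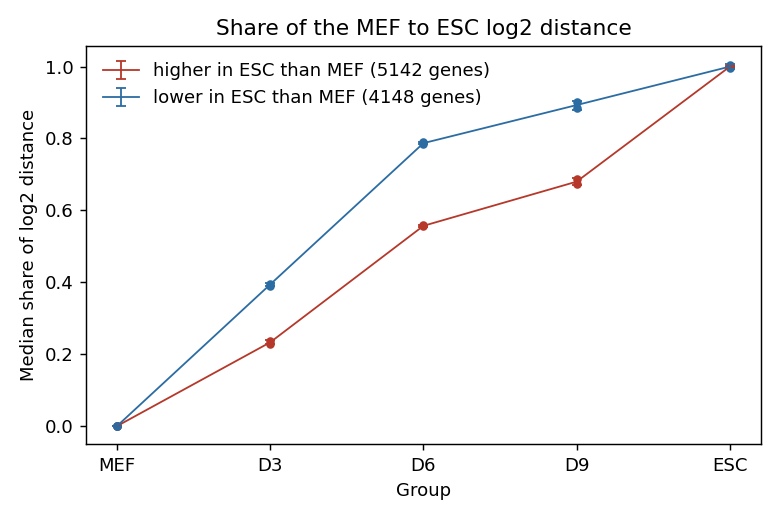
Median share of the MEF to ESC log2 distance (vertical, no unit) by group (horizontal) for 5142 genes higher and 4148 genes lower in ESC than in MEF. Points are libraries, lines join group means, and error bars are the SD of 2 libraries. At day 9 the means were 0.68 and 0.893.

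Many genes left the range set by MEFs and ESCs. Higher than in both were 1283 genes at day 3, 1511 at day 6 and 1647 at day 9. Lower than in both were 1341, 1763 and 1711 genes. Limma on log2(TPM + 1) gave 648 higher and 637 lower genes at day 9.

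Among the cassette factors, Pou5f1 (ENSMUSG00000024406.14, chromosome 17, 35506018 to 35510772, GRCm38) rose from 2.98 ± 0.545 (SD, n = 2) CPM in MEFs to 233 ± 13.6 (SD, n = 2) at day 3, with a log2 fold change of 6.31 (SE 0.09, edgeR adjusted p 3.4e-16). It stood at 275 ± 5.21 (SD, n = 2) CPM at day 9 and 1153 ± 41.4 (SD, n = 2) CPM in ESCs. Sox2 rose by a log2 fold change of 6.25 (SE 0.05, edgeR adjusted p 4e-18) at day 3. Klf4 was already at 325 ± 6.73 (SD, n = 2) CPM in MEFs and reached 461 ± 4.96 (SD, n = 2) at day 3, a log2 fold change of 0.5, under the fold change minimum. In the deposited TPM, Klf4 went from 81.03 to 183.6, and limma on log2(TPM + 1) gave a log2 fold change of 1.17, past the minimum. TPM also depends on the transcripts to which reads were assigned, and the closing section gives a shift for Klf4. Myc rose by a log2 fold change of 1.23 at day 3 and differed by -3.94 between ESC and day 9 (edgeR adjusted p 3.9e-17). These gene-level values combine cassette and endogenous transcripts.

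**Figure D4:**
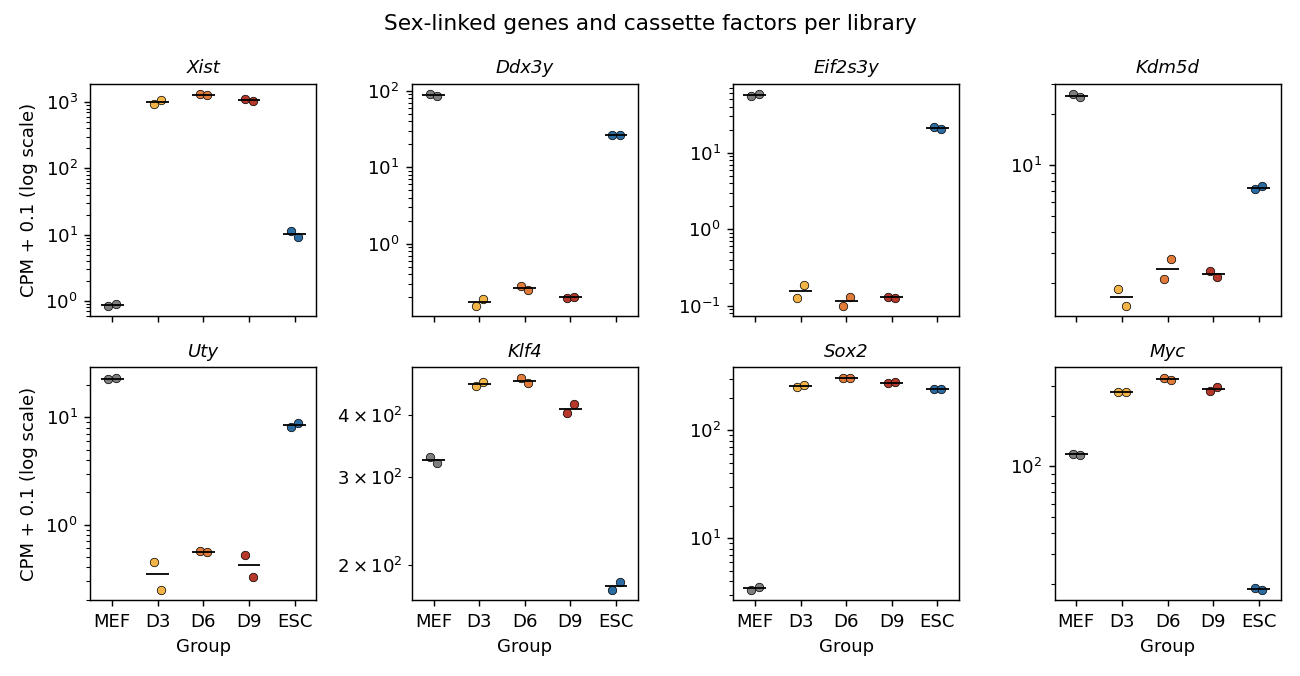
CPM + 0.1 on a log axis (vertical) by group (horizontal) for 5 sex-linked genes and the cassette factors Klf4, Sox2 and Myc, with 1 point per library and a bar at the mean. Xist is at 0.766 CPM in MEF and 1010 CPM at day 3, and Ddx3y at 88.5 CPM in MEF and 0.0713 CPM at day 3.

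Pluripotency genes outside the cassette differed in timing. Nanog was at 1.11 CPM in MEFs, 1.97 at day 3, 25.8 at day 6, 70.2 at day 9 and 525 in ESCs. Esrrb was not distinguishable between MEFs and day 3 (edgeR adjusted p 0.37) and rose by a log2 fold change of 6.73 (SE 0.15, edgeR adjusted p 9.1e-14) at day 6. Zfp42 and Dppa5a stood at 2.61 and 16.1 CPM at day 9 against 290.1 and 1419 CPM in ESCs, log2 fold changes of 6.8 and 6.47 between the groups. The fall of Zfp42 from MEF to day 3 rested on fewer than 1 CPM in each library and did not pass the threshold under DESeq2. Tfcp2l1 rose by 4.96 at day 6. Tbx3 fell by 2.28 on the log2 scale at day 6 before standing 5.71 higher in ESCs than at day 9. Klf2 fell by 3.49 on the log2 scale at day 3, and Klf5 was 3.19 higher in ESCs than at day 9.

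Of the epithelial and fibroblast genes, Cdh1 rose at each step, by log2 fold changes of 4.62, 3.05 and 2.39, and differed by -0.22 between ESC and day 9. Epcam was at 449 ± 10.8 (SD, n = 2) CPM at day 9 and 144 ± 1.51 (SD, n = 2) CPM in ESCs. Thy1 fell from 1149 ± 16.8 (SD, n = 2) CPM in MEFs to 9.56 ± 1.24 (SD, n = 2) at day 9 and was at 161 ± 10.6 (SD, n = 2) CPM in ESCs. Col5a2 fell from 4030 CPM to 10.6 CPM at day 9 and was at 538.5 CPM in ESCs. Twist1, Prrx1, Zeb1 and Zeb2 were lower at day 9 than at day 6, with log2 fold changes of -2.4, -1.82, -1.49 and -1.69, and higher in ESCs than at day 9 by 2.12, 1.47, 1.5 and 3.17. The ESCs were grown on feeder cells. Fut4 was at or below 2.81 CPM on average in every group.

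**Figure D5:**
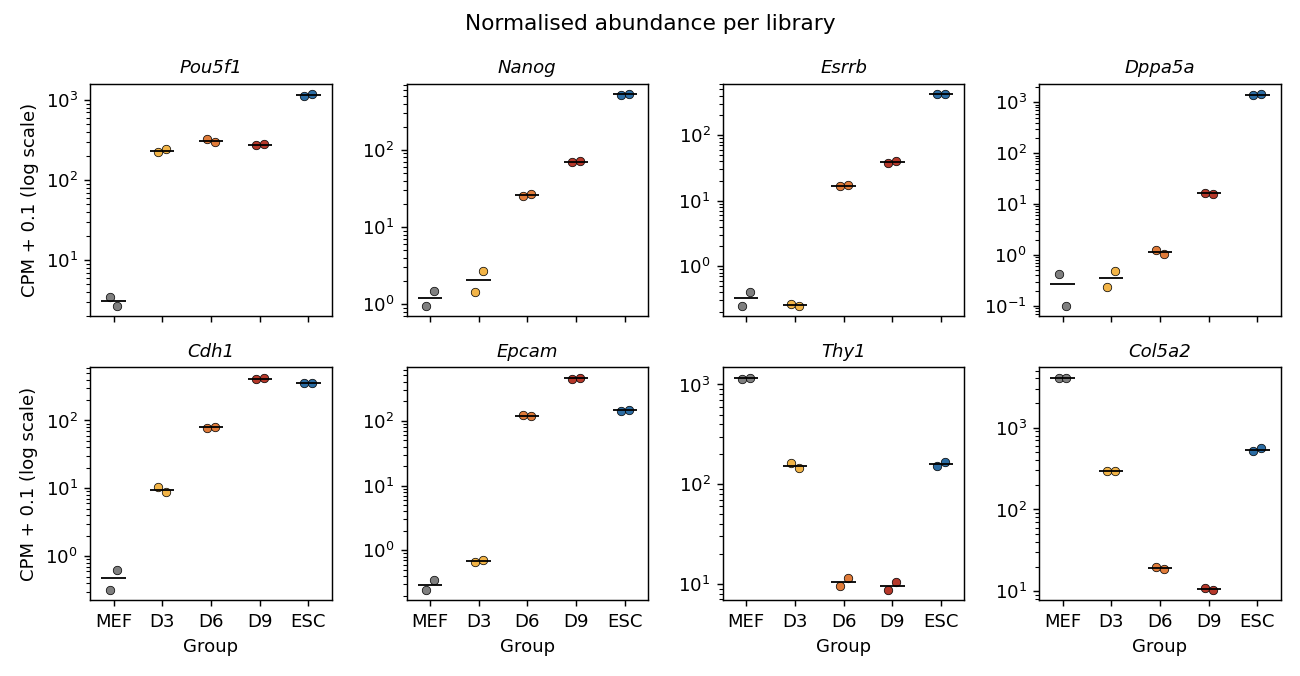
CPM + 0.1 on a log axis (vertical) by group (horizontal) for 8 panel genes, with 1 point per library and a bar at the group mean. Nanog is at 70.2 CPM at day 9 and 525 CPM in ESC, and Thy1 at 9.56 CPM at day 9 and 161 CPM in ESC.

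The MEF libraries differed from the induced libraries in sex-linked genes. Xist (chromosome X, 103460366 to 103483254, GRCm38) was at 0.766 ± 0.0381 (SD, n = 2) CPM in MEFs, 1010 ± 114 (SD, n = 2) at day 3 and 10.2 ± 1.64 (SD, n = 2) in ESCs. Ddx3y (chromosome Y, 1260771 to 1286629) was at 88.5 ± 2.93 (SD, n = 2) CPM in MEFs, 0.0713 ± 0.0246 (SD, n = 2) at day 3 and 26.5 ± 0.48 (SD, n = 2) in ESCs. Eif2s3y, Kdm5d and Uty were lower at day 3 by log2 fold changes of -9.87, -4.03 and -6.48. Comparisons of induced cells with MEFs therefore also compare libraries that differ in these genes. They may also compare different donor embryos, a candidate explanation in the closing section.

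The genes with the largest changes were chosen by rule. From MEF to day 3 these were Tmprss5 and Aldh3a1, with log2 fold changes of 11.8 and 11.45, and Ddx3y and Ndufa4l2, with -10.22 and -10.2. Aldh3a1 went from 0.251 CPM to 711 CPM. From day 3 to day 6, Nr5a2 and Epcam rose by 11.24 and 7.66, and Lox and Ptx3 changed by -7.2 and -7.04. From day 6 to day 9, Krt6a and Gpx2 rose by 5.82 and 4.62, and Igf2 and Pde2a changed by -2.85 and -2.41. Between ESC and day 9, Sohlh2 and Zscan4c were higher by 13.08 and 12.72, and Krt6a and Cldn11 differed by -10.54 and -10.28. Between ESC and MEF, Gdf3 and Tuba3a were higher by 14.67 and 14.3, and Lgr5 and Ifi202b differed by -10.19 and -9.65. Zscan4c, Tuba3a and Ifi202b have closely similar relatives, and their values are uncertain because the quantification could divide reads among them. Fold changes from groups near 0 CPM depend on the prior count of the fit.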

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

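The tests of Myc transcripts and of sequencing depth in this part were chosen only after the results were seen, and the test of Pou5f1 transcripts was chosen before.

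Transcript-level estimates showed a shift for Myc above the level of the uninduced MEF libraries. No comparison above tests them on their own, although they enter the gene-level TPM and the length offset. The transcript Myc-202 held 83.5% of the Myc reads at day 3, 90.6% at day 6 and 90.3% at day 9, against 4.2% in MEF and 4.6% in ESC. In GENCODE M21 this transcript has 1359 coding bases plus the stop codon and 0 bases of untranslated sequence beyond it. A candidate explanation is that reads of the cassette, whose Myc insert may carry the coding sequence alone, were assigned to it. The CPM on all other Myc transcripts changed by -1.31 on the log2 scale from MEF to day 3, which follows from the shares and the gene total and is no independent test. Depth was close, with mean total reads of day 3 over MEF at 1.028. A switch of the endogenous gene to other transcript ends would give the same pattern and was not tested.

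For Klf4, the transcript Klf4-003 held 14.9% of the reads at day 3, 18.8% at day 6 and 17.2% at day 9, against 5.4% in MEF and 5.8% in ESC. It is a fragment of 522 bases with 480 coding bases and 42 untranslated bases in GENCODE M21. The depth ratio of 1.028 applies here as well. Reads assigned to this shorter transcript raise length-scaled values, so the changes of Klf4 in TPM and under the length offset include this shift. No biological explanation was tested for Klf4.

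For Pou5f1, the share of reads on its main transcript changed by -1.9 percentage points from ESC to day 3, with 84.0% and 84.0% at day 3 and 85.4% and 86.5% in ESC. In MEF the share was 68.6% and 88.1%, with as few as 85 Pou5f1 reads in a library, so against the MEF mean of 78.3% the share at day 3 was higher. The comparison with ESC is in the direction a contribution from the cassette may give and the one with MEF is not, and the origin of these reads remains open.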

How the results depend on the processing

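The alternatives here were fixed before the data were examined. Whether more genes rose or fell depended on the setting. In 5 of the 8 pairs of higher and lower counts the larger side changed under an alternative other than library-size scaling and no fold change minimum, and in 7 of 8 with these included, ESC with day 9 being the exception. Library-size scaling shifts all genes alike, so its changes of side reflect that shift. For day 9 with day 6, each alternative with the fold change minimum kept more genes higher than lower. For day 3 with MEF, reported at 2950 and 2923, DESeq2 gave 2301 and 2945, fits to the 2 groups 2617 and 3007, and limma on log2(TPM + 0.1) 2309 and 2351. For day 6 with day 3, library-size scaling gave 2030 and 1916. Without a change of side, it gave 3809 and 2483 for day 3 with MEF. For ESC with MEF, reported at 5142 and 4148, it gave 6553 and 3152. For transient genes, it gave 1393 and 1295 at day 3 and 1763 and 1650 at day 9, the length offset gave 1217 and 1199 at day 3, and limma on log2(TPM + 0.1) gave 1002 and 886 there. Of the called genes for day 3 with MEF, those that kept their direction and 2-fold change numbered 2841 higher and 2850 lower without D3 replicate 2, 2827 and 2864 without MEF replicate 1, and 2811 and 2849 without MEF replicate 2. Further changes of side are among the counts below, such as 3162 and 3819 for day 9 with day 6 with no fold change minimum.

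The numbers of called and transient genes stayed within 1.5 times of the values reported under DESeq2, no low-count filter, library-size scaling, the length offset and the replicate block, and the called genes also when only the 2 groups compared were fitted. Library-size scaling without TMM shifted the median log2 fold change of all genes to 0.438 for ESC with MEF, 0.285 for day 3 with MEF and 0.102 for day 6 with day 3. With the replicate block, transient genes numbered 1600 higher and 1667 lower at day 9, against 1647 and 1711 without it, and same-numbered libraries had a mean correlation of 0.0001. With each replicate left out in turn, the called genes that kept their direction and 2-fold change also stayed within 1.5 times. No test was made there, since 1 group then has 1 library. Only genes already called were counted, so these numbers could not rise and say little about the stability of the calls.

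The stricter filter tested 11712 genes and called 1467 higher and 1555 lower genes for day 3 with MEF (2950 and 2923 in the report), 806 and 1208 for day 6 with day 3 (1867 and 2059), 477 and 298 for day 9 with day 6 (1045 and 541), 1508 and 1458 for ESC with day 9 (3748 and 2889), and 2337 and 2730 for ESC with MEF (5142 and 4148). Limma on log2(TPM + 1) called, in the same order, 1279 and 1380, 581 and 813, 228 and 153, 1699 and 1063, and 2771 and 2276. With no fold change minimum the numbers were 7146 and 5948, 5890 and 5497, 3162 and 3819, 7280 and 6748, and 8140 and 7302. Limma on log2(TPM + 0.1) differed by more than 1.5 times for 1220 genes higher at day 6 than day 3, 568 higher at day 9 than day 6 and 1907 lower in ESC than at day 9.

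Transient genes, higher and lower, numbered 658 and 585 at day 3 (1283 and 1341 in the report), 732 and 853 at day 6 (1511 and 1763) and 753 and 887 at day 9 (1647 and 1711) under the stricter filter. They numbered 624 and 357, 703 and 589, and 648 and 637 with limma on log2(TPM + 1). With no fold change minimum they numbered 3699 and 2719, 3979 and 3337, and 4042 and 3402. Limma on log2(TPM + 0.1) gave 886 lower genes at day 3. The cause of these differences was not tested.

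Leaving aside the fits without one replicate, the share of the MEF to ESC distance moved by more than the replicate SD in 26 of 30 values, while genes lower in ESC stayed ahead of genes higher in ESC at each day. None of these alternatives removed possible feeder RNA from the ESC end point, so this order was not tested against it. For higher genes at day 3, 6 and 9 the shares were 0.259, 0.578 and 0.694 with a prior count of 0.5, 0.14, 0.438 and 0.52 with log2(TPM + 1), 0.314, 0.658 and 0.773 under the stricter filter, and 0.04, 0.287 and 0.445 for genes with a log2 fold change of at least 3. For lower genes they were 0.474, 0.869 and 0.991 with log2(TPM + 1), 0.382, 0.804 and 0.923 under the stricter filter, and 0.539, 0.943 and 0.986 for the genes with the larger fold change. A prior count of 0.5 gave 0.386 and 0.779 for lower genes at day 3 and 6. The genes called by DESeq2 gave 0.567 for higher genes at day 6, and 0.38 and 0.776 for lower genes at day 3 and 6. Across the fits that each left out one replicate, 21 of 24 values without a MEF or ESC replicate stayed within the replicate SD. The other 12, without a replicate of the stage itself, could only stay within it with 2 libraries. In the results with a value that moved, the share ranged from 0.554 to 0.562 for higher genes at day 6 and from 0.391 to 0.397 for lower genes at day 3. The cause was not tested.

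Step sizes from MEF to day 3, day 3 to 6, day 6 to 9, day 9 to ESC and MEF to ESC were 1.663, 1.31, 0.823, 1.975 and 2.31 with a prior count of 0.5, 0.839, 0.609, 0.368, 0.893 and 1.113 with log2(TPM + 1), and 1.43, 1.109, 0.553, 1.591 and 1.948 under the stricter filter. Library-size scaling gave 1.727 for day 9 to ESC and 2.048 for MEF to ESC. Leaving out one replicate gave ranges of 1.48 to 1.487, 1.145 to 1.152, 0.713 to 0.726, 1.717 to 1.74 and 2.013 to 2.029. For a group with 1 library, replicate noise predicts, in the same order, 1.483 and 1.486, 1.147 and 1.149, and 0.72 and 0.721. The remaining predictions are 1.726 and 1.728, and 2.02 and 2.024. These lie within the ranges by construction, as each is computed from the step and the replicate difference that set the leave-one-out values. The higher leave-one-out values follow from this arithmetic, which is no independent test of replicate noise. The day 6 to day 9 step was the smallest of the 5 under each of these alternatives. The cause of the changes under the alternatives that keep all replicates was not tested.

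Of 108 changes of named genes past the threshold, all kept their direction. Limma on log2(TPM + 1) left 18 no longer past the threshold, log2(TPM + 0.1) 9, DESeq2 2, the length offset 2, library-size scaling 2, no filter 1, fits to 2 groups 1 and the replicate block 0. The stricter filter removed 1. With one replicate left out and no test, 4 changes fell under a 2-fold change, with log2 fold changes of 0.99 and 0.98 for Tfcp2l1, 0.95 and 0.91 for Klf2 and 0.92 for Klf5 from day 6 to day 9, and -0.83 and -0.87 for Fut4 between ESC and MEF. The fall of Zfp42 from MEF to day 3 was the change most often lost, with log2 fold changes of -1.83 under DESeq2 and -0.05 with log2(TPM + 1). The report also gives 3 changes under the threshold. The rise of Klf4 from MEF to day 3 passed it with log2 fold changes of 1.19 under the length offset, 1.17 with log2(TPM + 1) and 1.18 with log2(TPM + 0.1). These alternatives all scale by transcript length. They share the shift of Klf4 reads to the short transcript Klf4-003 and are not separate support. The Esrrb difference between day 3 and MEF ranged from -0.96 to 0.07 across the 4 fits that each left out one replicate, and changed sign without MEF replicate 2. The Cdh1 difference between ESC and day 9 stayed under the threshold with its sign.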

Other observations

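The tests of feeder RNA, of normalization and depth, of counts taken by a few genes and of replicate noise were chosen only after the results were seen. So were those of reads shared by X and Y copies, Y loss and mislabelling, and the ESC comparison of X-linked genes. The epithelial gene list was written after the day 9 peaks of Krt6a and Epcam had been seen. The others in this part were chosen before.

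The sex-linked genes split the libraries: Ddx3y, Eif2s3y and Uty were present in MEF and ESC and at or below 0.462 CPM on average at day 3, 6 and 9, where Xist was high. Kdm5d fell less far, from 25.6 CPM in MEF to 1.56, 2.33 and 2.16 CPM at these days, against 7.24 CPM in ESC. A candidate explanation is that the induced cells came from female embryos and the MEF libraries from male ones. The median log2 fold change at day 3 of 4 X-linked genes that escape silencing was 0.73, at percentile 95.9 of 10000 random lists matched on expression. That is close to the bound of 95 set for the test, and Ddx3x did not rise. In ESC, where Ddx3y was detected but lower than in MEF by a log2 fold change of -1.74, the median against MEF was 0.56, at percentile 89.7 and so under the bound, with Kdm6a at 0.92 and Eif2s3x at 0.83. Whether the test singles out donor sex remains open. The ESC comparison was added after the results were seen. Reads shared between X and Y copies would raise the X copy as the Y copy falls. Ddx3x changed by -20.1 CPM while Ddx3y lost 88.4 CPM, but the X copy gained in 3 of 4 pairs. Eif2s3x gained 155.4 CPM as Eif2s3y lost 56.1 CPM, Kdm6a gained 37.2 CPM as Uty lost 22.6 CPM, and Kdm5c gained 54.1 CPM as Kdm5d lost 24.0 CPM. These gains exceed the losses, Ddx3x did not gain, and Xist, which is in none of these pairs, rose from 0.766 to 1010 CPM. Such values argue against shared reads as the only source of the pattern. The 3 X-linked genes that gained also carry the median of 0.73. A part played by shared reads in that median cannot be told apart from donor sex. Loss of the Y chromosome alone would leave Xist at its MEF level of 0.766 CPM. The Xist log2 fold change of 10.35 at day 3 goes against that, although Xist had been seen as part of the pattern. Against exchanged stage labels, 20 of 20 fibroblast markers had their highest mean in MEF. Of the genes called in the day 3 comparison 4.0% lie on X or Y, against 3.8% of the tested genes. With so few tested genes there, sex-linked genes could not have made up most of the calls, so that outcome was fixed in advance. The effect of donor sex or donor embryo on autosomal genes was not tested.

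Fibroblast genes were higher in ESC than at day 9, Col1a1 for example at 1393 CPM against 5.68 CPM. RNA from feeder fibroblasts may account for much of this. Among 303 genes that were at 20 CPM or more in MEF and fell at least 32-fold by day 9, the ESC to MEF ratio had a median of 0.131, with quartiles of 0.066 and 0.239 and a quartile ratio of 3.65. The same genes had a quartile ratio of 6.5 for day 3 to MEF. In 18 of the 303 genes the ratio was under 0.02, including Eln at 0.00526 and Lgr5 at 0.000821, so MEF RNA added at a single proportion cannot account for all of them. The rise was present in the deposited TPM for 19 of 20 markers, and total reads were close, at 0.975 for ESC over day 9. Subtracting 0.131 times the MEF value from the ESC value would bring 661 of the 3748 genes higher in ESC than at day 9 under 2 times day 9 (17.6%), and 600 of the 1711 genes lower at day 9 than in both (35.1%). This subtraction assumes that feeders resemble the MEF libraries and cannot tell feeder RNA from expression by ESCs.

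Epithelial genes peaked at day 9. The list of genes was written before their values were seen, but after the day 9 peaks of Krt6a and Epcam, which are not on it, had been seen. Of its 19 tested genes, 11 were higher at day 9 than in both MEF and ESC. Random lists matched on expression had a median of 1 and a maximum of 7 such genes, a permutation p of 0.0001, the smallest that 10000 lists can give. The number was also 11 under library-size scaling without TMM. This scaling moves genes by less than most of these differences, so that check has little power. The 10 genes with most reads in a library took 7.24% and 7.04% of the reads at day 9. The shares were 7.83% and 7.65% in MEF and 4.93% and 4.92% in ESC. These shares argue against a few genes taking most of the counts. Of the 11 genes, 5 were at 1 CPM or more in MEF, so expansion of epithelial cells present in the starting culture cannot be told apart from expression in reprogramming cells. Krt8, for example, was at 6.02 CPM in MEF, 149 CPM at day 9 and 11.2 CPM in ESC. From MEF to day 9, Krt18 went from 8.21 to 34.35 CPM, Dsp from 3.29 to 249.7, Perp from 2.29 to 231.9 and Cldn4 from 1.36 to 145.2. At day 3, Dsp and Perp had risen by log2 fold changes of 3.22 and 5.51. Krt8, Krt18 and Cldn4 had changed by -0.91, -1.57 and -1.47. Such unequal changes from MEF argue against expansion at fixed expression as the only source over the whole course, for these 5 genes. From day 6 to day 9 the log2 fold changes were closer for Krt8 (3.03), Krt18 (3.34), Cldn4 (2.58) and Dsp (2.48), with Perp at 0.92. Expansion of epithelial cells in that step is therefore not excluded. The rest of the 11 were under 1 CPM in MEF and cannot decide this.

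Cells were sorted for SSEA1 although Fut4 stayed near 0. Fut9, which encodes another fucosyltransferase able to make this epitope, rose by a log2 fold change of 4.73 from day 3 to day 6 (edgeR adjusted p 3.4e-14) and was at 70.8 CPM at day 6, 69.6 CPM at day 9 and 14.4 CPM in ESC. Fut9 may be the gene behind the sorted epitope; protein and enzyme activity were not analysed here.

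Replicates were close. Over single-transcript genes with whole counts, the chi-square per degree of freedom of the replicate pairs ranged from 1.91 in MEF to 4.84 at day 3. These values exceed 1 but cannot show whether the replicates came from separate cell preparations. The small spread may therefore understate the variation between independent experiments.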
